A study of Mus musculus with 12 samples.

How the data were processed

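Messenger RNA was measured by sequencing in astrocytes sorted from the hippocampus of adult naive male mice. Per the labels, cells were sorted by fluorescence with an antibody against ACSA-2, an astrocyte surface antigen, and cDNA and libraries were made with the SMART-Seq V4 low-input kit. The libraries were sequenced on an Illumina HiSeq instrument as paired reads of 125 bases. The genotype labelled cKO carries a tamoxifen-inducible Cre recombinase under the Gfap promoter and a floxed Tnfrsf1b gene, which encodes the TNF receptor TNFR2; the genotype labelled Ctrl carries the floxed gene alone.

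The deposited table gives FPKM values (fragments per kilobase of gene length scaled to 1000000 assigned fragments) for 56941 genes in 12 libraries, and the gene's exonic length in bases; the authors' aligner, counting program, genome build and annotation release were not stated in the labels or the file header. In the deposited table, FPKM multiplied by length in kilobases summed to 1000000 in each library. Of the 51948 genes matched by identifier to GENCODE M21, 2.77% had the same start and end in GRCm38, while 95.8% had the same span. The positions are thus mostly shifted and are not those of GRCm38. Coordinates are given as in the deposited table, whose build was not stated. A gene symbol was missing for 310 genes, which kept their identifier. Rows sharing a symbol, which concerned 147 symbols, were summed, leaving 56791 names.

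The depth of each library was recovered from the steps between low FPKM values. The recovered totals were 17311872 to 22025823 reads in the S1 libraries and 28096485 to 35323322 reads in the S2 libraries. Of the genes above 0, 82.8% to 86.3% per library came out at whole reads, and the rest at fractions such as 0.33 or 0.25 of a read, as arise when a read is divided among several genes. Whole counts from 1 to 20 were even in 72.6% to 80.4% of cases, so a pair may have entered the totals as 2 reads. Reads without molecular identifiers are not independent molecules, so floors of 3 reads cover counting error only. Because the unit is FPKM, the tests were run on log2(FPKM + 1), and fold changes are on that scale, which understates the change of low genes.

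Each A number in the sample titles has 2 libraries, S1 (replicate 1) and S2 (replicate 2), and the labels define neither A nor S. S1 and S2 of one A number had a Pearson r of 0.980 to 0.984 across genes, against 0.788 to 0.896 between A numbers. Their counts differed by a median chi-square ratio of 2.48 to 2.71, against 18.1 to 73.4 between A numbers. The former is more than sampling noise of independent reads would give, but a pair entered as 2 reads would itself raise the ratio. S1 and S2 were averaged and counted as 1 unit, giving 3 units of each genotype. Genes with a mean FPKM of at least 1 over the 12 libraries were tested, which left 17540.

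Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend, two-sided) with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets of at least 3 tested genes were compared with camera at an inter-gene correlation of 0.01 and the same variance trend, with fry beside it. S2 was compared with S1 in the 12 libraries with the A number as a block. The genotype by S interaction was tested on the S2 minus S1 differences. Single values were compared with a two-sided exact permutation test over 20 arrangements of the 6 units, whose smallest p is 0.1. Closing tests used Python 3.11.15 with scipy 1.17.1.

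The samples, tests, alternatives, 25 gene lists and the rule for named genes were chosen before the data were examined. The rule names Tnfrsf1b, Tnfrsf1a, Tnf and Gfap in every case. From the genotype test it names the 5 largest rises and the 5 largest falls past the threshold whose 6 cKO libraries all lie on one side of the 6 Ctrl libraries, filled in order of unadjusted p where fewer pass. From the S2 against S1 test it names the 3 smallest adjusted p in each direction, and from each set past its threshold the 3 members with the smallest unadjusted p. Of the set members this rule gives, 2 are not reported here. Gt(ROSA)26Sor and Ddx3y were named after their values were seen.

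The fits were tested on simulated data made from the real means. With a genotype effect of 2 on the log2 scale, 124 of 181 changed genes (68.5%) were recovered, and 11 unchanged genes were called; with an effect of 1, 1 of 188 was recovered (0.532%). The S2 against S1 test recovered 151 of 192 genes changed by 0.5 (78.6%). The interaction test recovered 149 of 199 genes changed by 1 (74.9%). Where the genes of 1 set shared a factor between units and there was no genotype effect, camera called the set in 8 of 20 runs and fry in 0 of 20.

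The alternatives were another pseudocount, other filters, scalings and treatments of repeated symbols, eBayes without trend or robust, each A number left out, S1 or S2 alone, models of the 12 libraries with and without the A number as a random effect, the log2 of the mean FPKM, and array weights. Limma voom on recovered reads, a minimum of 20 reads, protein-coding genes alone and the oligodendrocyte score as a covariate were chosen after seeing the data.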

Results

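The data set comprised 12 RNA sequencing libraries of hippocampal astrocytes from adult male mice, 6 labelled Ctrl (A1, A2 and A8) and 6 labelled cKO (A4, A9 and A10), with an S1 and an S2 library for each A number. The study's title asks how astroglial TNFR2 bears on hippocampal synaptic function and plasticity in each sex; these libraries are from males. Recovered depth ran from 17311872 to 31499016 reads in the Ctrl libraries and from 17451195 to 35323322 reads in the cKO libraries. Between 21342 and 26668 genes were above 0 per library, and 15743 to 17452 reached an FPKM of 1. The 10 most abundant genes took at most 21.5% of the reads of a library. S1 and S2 of an A number were averaged, so n is 3 units per genotype throughout.

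The ablated gene was examined first because it checks the labels. Tnfrsf1b (ENSMUSG00000028599, chromosome 4, start 144940033, end 144973440, minus strand, 14 exon entries, protein coding, build not stated) was listed at 0 in 9 of the 12 libraries. It had 4 reads (0.0551 FPKM) in Ctrl A1 S1. Both A4 libraries, labelled cKO, were above the floor of 3 reads, with 10 reads (0.119 FPKM) in S1 and 22 reads (0.163 FPKM) in S2. The floor corresponded to 0.0222 to 0.0454 FPKM. The units averaged 0.00918 ± 0.0159 FPKM (SD, n = 3) in Ctrl and 0.0470 ± 0.0814 FPKM (SD, n = 3) in cKO (exact permutation p = 1, two-sided). A loss of Tnfrsf1b was not detectable at this depth, because the gene was at or near the floor in Ctrl as well. Its values therefore did not check the labels. The A4 reads lay in the direction opposite to a loss, but they do not decide the label of A4. Reads from other cell types are not told apart here. A4 also had the highest mean log2(FPKM + 1) of the microglial list, 1.30 against 0.46 to 0.77 in the other units. The groups below are the libraries labelled Ctrl and labelled cKO. Without A4 the Tnfrsf1b difference changed sign, from 0.05 to -0.01 on the log2 scale.

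Tnfrsf1a (ENSMUSG00000030341, chromosome 6, start 125326325, end 125339447), which encodes the other TNF receptor, averaged 9.82 ± 2.12 FPKM (SD, n = 3) in Ctrl and 12.1 ± 2.13 FPKM (SD, n = 3) in the libraries labelled cKO. The log2 fold change was 0.29 (SE 0.20, limma adjusted p = 0.842). Gfap (ENSMUSG00000020932, chromosome 11, start 102778162, end 102791738), whose promoter drives the recombinase, averaged 78.5 ± 29.0 FPKM in Ctrl and 117 ± 33.9 FPKM in cKO (SD, n = 3 each). Its log2 fold change was 0.59 (SE 0.29, limma adjusted p = 0.718). Tnf (ENSMUSG00000024401, chromosome 17, start 35418357, end 35420983) was listed at 0 in every library except the A10 pair, which had 10 reads each. The units of the groups overlapped for Tnfrsf1a and for Gfap (exact permutation p = 0.4 and 0.3, two-sided, n = 3 each), and neither gene passed the threshold.

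The units did not separate first by genotype. The first principal component held 33.4% of the variance and set A8 (75.6) apart from the other Ctrl units A1 (-37.9) and A2 (-43.3). The cKO units lay between them. The second component held 23.1% and placed the 3 Ctrl units below the 3 cKO units. The median standard deviation of a gene between units was 0.33 in Ctrl and 0.23 in cKO on the log2 scale.

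The comparison of cKO with Ctrl asks which astrocyte transcripts differed between the genotypes. Of 17540 genes, 0 had a limma adjusted p under 0.05, and the smallest adjusted p was 0.136. At an unadjusted p under 0.05 there were 1349 genes (7.69%), 523 higher and 826 lower in cKO, against 877 by chance. All 3 cKO units lay on one side of all 3 Ctrl units in 2277 genes (12.98%), where chance gives 10% for 3 against 3. The alternative that moved the count of 0 most took the 12 libraries as independent samples and gave 1640 genes, but it counts each A number as 2 samples. With the A number as a random effect, the count was 112 genes.

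Because no gene passed, the named genes are those with the smallest unadjusted p whose libraries did not overlap, and none is past the threshold. The 5 named rises were Mir3097, Gm56200, Gm23428, Mir5136 and Gm55645, all shorter than 200 bases. Each had a limma adjusted p of 0.136 and was at or under 3 reads in every Ctrl library. Measured against that floor, Gm56200 (ENSMUSG00002075749, chromosome 2, start 75517084, end 75517182, 99 bases) was at least 4.84-fold higher, the highest of these 5 bounds, and Mir5136 (ENSMUSG00000093314, chromosome 19, start 8866063, end 8866138, 76 bases) at least 2.70-fold higher, the lowest. Of the 5 named falls, Gm56309 and Mir5106 were likewise short and were at or under the floor in every cKO library, at least 7.08-fold and 7.09-fold lower. Reads of 125 bases are longer than these genes, and all 7 lie within a longer gene, so their values are uncertain.

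The other 3 named falls were longer genes. Pde8a (ENSMUSG00000025584, chromosome 7, start 80863344, end 80984281) fell from 16.9 ± 3.83 to 4.26 ± 0.513 FPKM (SD, n = 3 each), a log2 fold change of -1.75 (SE 0.20, limma adjusted p = 0.136). Klhl2 (ENSMUSG00000031605, chromosome 8, start 65192709, end 65302669) fell from 7.91 ± 0.599 to 2.87 ± 0.451 FPKM, a log2 fold change of -1.21 (SE 0.17, limma adjusted p = 0.283). The long noncoding RNA 4930419G24Rik (ENSMUSG00000087625, chromosome 3, start 33078926, end 33142756) fell from 8.27 ± 2.21 to 1.26 ± 0.448 FPKM (limma adjusted p = 0.241). Gt(ROSA)26Sor (ENSMUSG00000086429, chromosome 6, start 113043843, end 113054294), chosen after its values were seen, averaged 16.1 ± 10.9 FPKM in Ctrl and 118 ± 53.7 FPKM in cKO (SD, n = 3 each). Its log2 fold change was 2.90 (SE 0.47, limma adjusted p = 0.318), and all 6 cKO libraries lay above all 6 Ctrl libraries.

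**Figure D1:**
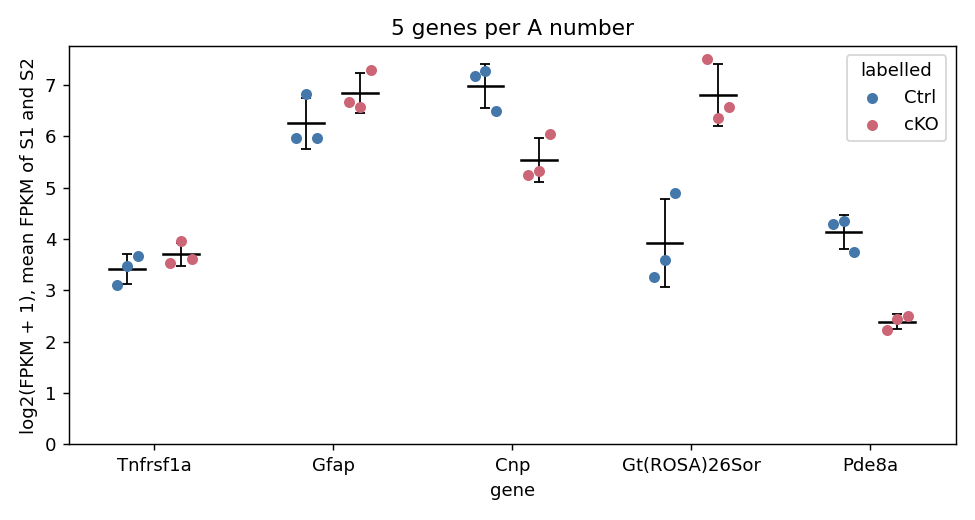
Values of 5 genes per A number as log2(FPKM + 1) of the mean FPKM of S1 and S2, in units labelled Ctrl (blue) and cKO (red), with the mean and SD of 3 units. Tnfrsf1a overlaps between the groups, while Cnp, Gt(ROSA)26Sor and Pde8a do not, although no gene had an adjusted p under 0.05.

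Cell type marker lists described the sort. The astrocyte list scored 7.82 ± 0.15 in Ctrl and 8.04 ± 0.08 in cKO (mean log2(FPKM + 1), SD, n = 3 each; exact permutation p = 0.1, the smallest this design allows, two-sided). The oligodendrocyte list scored 6.20 ± 0.60 in Ctrl and 4.44 ± 0.70 in cKO (SD, n = 3 each, exact permutation p = 0.1). The ependymal list scored 4.15 and 3.62, the mural list 2.83 and 3.13, the oligodendrocyte precursor list 2.33 and 1.87, and the endothelial list 1.96 and 1.43 in Ctrl and cKO. Lists of neuronal (1.22 and 0.93), microglial (0.64 and 0.91), erythrocyte (0.13 and 0.33) and perivascular macrophage (0.09 and 0.05) genes had the lowest scores of the 10 lists. Cnp, an oligodendrocyte gene (ENSMUSG00000006782, chromosome 11, start 100465730, end 100482555), averaged 129 ± 34.6 FPKM in Ctrl and 47.1 ± 15.4 FPKM in cKO (SD, n = 3 each), with a limma adjusted p of 0.326 at a log2 fold change of -1.44 (SE 0.28).

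**Figure D2:**
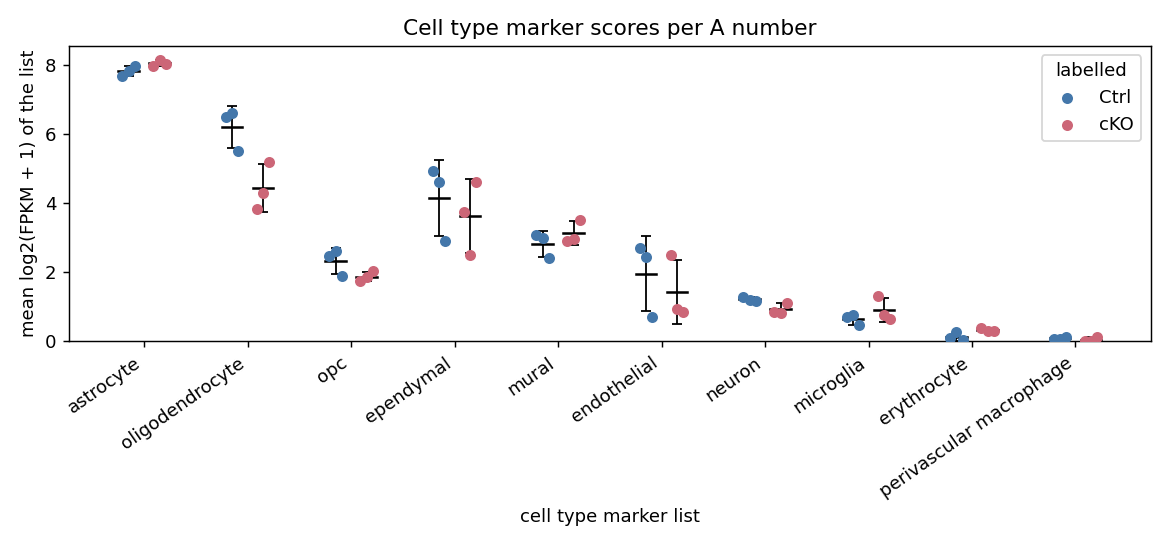
Mean log2(FPKM + 1) of each cell type marker list per A number, in units labelled Ctrl (blue) and cKO (red), with the mean and SD of 3 units. The astrocyte list is highest in all units, and the oligodendrocyte scores run from 5.50 to 6.60 in Ctrl and from 3.83 to 5.20 in cKO.

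Of 23 sets tested, 6 had a camera adjusted p under 0.05. The oligodendrocyte (1.63e-15; 12 of 12 genes lower in cKO), immediate-early (0.000215; 16 of 16 lower) and oligodendrocyte precursor sets (0.00916; 5 of 5 lower) were lower. The astrocyte (6.49e-05; 16 of 16 higher), microglial (0.0370; 3 of 3 higher) and sex-linked sets (0.0370; 4 of 4 higher) were higher. The mean log2 fold changes of these sets were, in that order, -1.75, -0.83, -0.66, 0.22, 0.66 and 0.37. Of the 9 precursor genes listed, 5 were tested. They fell unevenly: the log2 fold change was -1.75 for Sox10 and -0.31 for Cspg4 (limma adjusted p = 0.419 and 0.883). These values do not show a fall of precursor cells apart from that of the oligodendrocyte markers. When each A number was left out in turn, the microglial and sex-linked sets passed only without A10. The oligodendrocyte and astrocyte sets passed in all of those fits. On the averaged units, none of the 6 held under fry, whose lowest adjusted p was 0.311, or under camera with an estimated correlation, which called 0 sets. The estimated correlation was 0.952 in the oligodendrocyte set and 0.880 in the immediate-early set. In the units, the immediate-early score was 5.61 in A1 and 5.62 in A2 but 3.66 in A8, inside the cKO range of 3.47 to 4.55 (exact permutation p = 0.3, n = 3 each).

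On the averaged units, the named members of these sets also stayed above the threshold. They were Mbp and Cnp in the oligodendrocyte set, Egr2, Ier3 and Fosb in the immediate-early set, Olig1, Sox10 and Cspg4 in the precursor set, Gja1, Gfap and Aldh1l1 in the astrocyte set, P2ry12 and Ctss in the microglial set, and Eif2s3y, Uty and Kdm5d in the sex-linked set. Eif2s3y (ENSMUSG00000069049, chromosome Y, start 1010543, end 1028847) had a log2 fold change of 0.98 (SE 0.22, limma adjusted p = 0.333). Ddx3y, of the same set, averaged 25.3 FPKM in Ctrl and 25.6 FPKM in cKO. Its log2 fold change was 0.01 (limma adjusted p = 0.994), so the genes of the sex-linked set did not rise alike. With the A number as a random effect, Mbp, Cnp and Eif2s3y passed (limma adjusted p = 0.0195, 0.0195 and 0.0251).

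On the averaged units of all A numbers, the other sets did not pass under camera. The adjusted p was 0.458 for the TNF and NF-kB response, 0.709 for the TNF receptor pathway, 0.745 for astrocyte synaptogenic factors, 0.709 for pre- and postsynaptic genes, 0.559 for glutamate and GABA handling and 0.270 for potassium, gap junction and water channels. It was 0.449 for both the pan-reactive and the A1 reactive astrocyte lists, 0.709 for the A2 list, 0.709 for the interferon response, 0.550 for complement, 0.712 for MHC class I and 0.835 for cholesterol synthesis. It was 0.0851 for the neuronal, 0.178 for the endothelial and mural and 0.211 for the ependymal markers. Some of these calls changed under an alternative: the potassium, gap junction and water channel set passed without A8, the A2 list passed without a filter on low values, and the complement, pan-reactive and cholesterol sets passed with the oligodendrocyte score as a covariate. The oligodendrocyte score did not overlap between the groups (5.50 to 6.60 in Ctrl, 3.83 to 5.20 in cKO). The fit with it as a covariate therefore cannot cleanly separate it from the genotype. The neuronal, endothelial, mural and ependymal markers each passed under more than 1 alternative. Of 229 listed genes that were tested, 24 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05, adjusted over these 229 genes together or over all genes tested. Adjusted over the list alone, 11 of the 12 oligodendrocyte genes, 2 precursor genes and 1 gene each of the microglial, sex-linked and synaptogenic lists had an adjusted p under 0.05, and 0 in each other list.

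The comparison of S2 with S1 measured how libraries of one A number differed in a shared direction. With the A number as a block, 243 of 17540 genes (1.39%) had a limma adjusted p under 0.05, 198 higher and 45 lower in S2, with a median size of 0.33 on the log2 scale. That split moved with the scaling, to 154 higher and 102 lower under upper quartile scaling and to 168 and 74 after rescaling each library to sum to 1000000. The alternative that moved this count most left out the block and gave 22 genes. Gm28661 (ENSMUSG00000102070, chromosome 1, start 24653966, end 24654646, a pseudogene) was higher in S2 in 6 of 6 A numbers, with a log2 change of 1.33 (SE 0.02, limma adjusted p = 2.02e-07). Gm37376 and Gm55521, on chromosome 19, rose by 0.18 and 0.35. Mir6236 (ENSMUSG00000098973, chromosome 9, start 110110355, end 110110477) was lower in 6 of 6, with a log2 change of -1.91 (SE 0.03, limma adjusted p = 2.02e-07). Gm23547 fell by 0.81, and the mitochondrial ribosomal RNA mt-Rnr2 fell by 0.10. Genes whose reads were divided among several genes made up 72.8% of the changed genes and 48.9% of the other tested genes, so the values of such genes are uncertain.

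The interaction tested whether the genotype difference was unlike in S1 and S2. Of 17540 genes, 0 had a limma adjusted p under 0.05, with 831 (4.74%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.764.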

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

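Of the tests in this part, the depth thinning, the splits of the A numbers and the Tsix comparison were chosen before their results were seen, and the count of cKO libraries with Xist reads after. The 7 values of S2 against S1 examined for a distant A number gave 0.

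Among the 39251 genes left out of the genotype test for low values, 73 had more than 3 reads in all 6 libraries labelled cKO and at most 3 in all 6 Ctrl libraries, a signal above the control level in genes the reported comparison left out. The reverse held for 17 genes. The alternative without a filter on low values, which tested 33395 genes, found 0 with a limma adjusted p under 0.05 (smallest 0.566, where the alternatives ranged from 1.06e-05 to 0.843) and 1899 at an unadjusted p under 0.05. A difference in depth did not account for the whole excess: with every library thinned to the lowest depth, the counts were 69 on the cKO side and 21 on the Ctrl side. Sampling of units stays open, since 4 of the 10 splits of the 6 A numbers gave as many such genes in 1 direction and the highest count of another split was 108. The genotype cannot be told apart from differences between single units with 3 against 3.

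Xist, which female cells transcribe from the inactive X chromosome, had at least 41.5 reads in each of the 6 libraries labelled cKO and at most 6 in the Ctrl libraries, although all mice were male per the labels. Its level was 0.105 to 0.394 FPKM in cKO. The highest Tsix value in a cKO library was 83 reads, where Xist had 206. Antisense reads may be counted under either name, so this does not bound their part. Xist did not follow Tsix, however. Ctrl A1 had 28 and 54 reads of Tsix and 0 of Xist, while cKO A4 had 5 reads of Tsix in each library and 41.5 and 80.5 of Xist. These values argue against antisense reads of Tsix as the whole source. That 6 of 6 cKO libraries were above the floor of 3 reads restates the pattern and says nothing about its source, and both Ctrl A2 libraries, with 5 and 6 reads, were above that floor as well. A trace of female material cannot be told apart from a low level in the cKO animals themselves; 0 of the 4 Y genes were lower in cKO, which decides nothing for so small a level.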

How the results depend on the processing

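The counts over other splits were chosen after the main results were seen, those for the models of 12 libraries before the split counts were known. The count of 0 genes changed between cKO and Ctrl held under the other pseudocount, filters, scalings, eBayes settings, single S numbers, array weights and, among alternatives chosen after seeing the data, voom on recovered reads, the 20-read minimum, protein-coding genes and the oligodendrocyte covariate. It ran from 0 to 1 across the fits that each left out one A number; without A1, Gm25235 passed (log2 fold change -4.67, limma adjusted p 0.0342). An unadjusted p under 0.05 with at least 2-fold gave 542 genes. The smallest adjusted p ran from 1.06e-05 to 0.843 over the alternatives.

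The models of 12 libraries gave other counts. Independent libraries gave 1640 genes, and 4325 at an unadjusted p under 0.05, but 3 of the 10 splits of the A numbers gave as many, up to 2757, so this count reflects libraries counted double. With the A number as a random effect, 112 genes passed (99 lower), and 1 of the 10 splits, the real one, gave as many. The highest other split gave 16. With 10 splits, 1 of 10 is the lowest share possible, so the splits cannot decide whether the count arose by chance. With the replicate block added, 80 genes passed (70 lower). The replicate number marks S1 or S2 and pairs no Ctrl with a cKO animal; S2 minus S1 correlated at 0.133 to 0.190 across genes between A numbers. All 112 genes had an unadjusted p under 0.05 in the test of 3 against 3 units, and 7 were oligodendrocyte markers. The 10 named genes among the 112 were Pde8a, Klhl2, Gt(ROSA)26Sor, Cnp, Mbp, Eif2s3y, Mir3097, Mir5136, Gm55645 and Mir5106. The last of these, from Mir3097 on, are short genes whose values are uncertain. This model shares 1 correlation (0.915) among all genes and takes its residual degrees of freedom from the 12 libraries. The averaged fit had 4 residual degrees of freedom. Libraries of one A number are not independent, so the p-values of this model may be too low. How far this accounts for the difference from 0 was not tested. Fits with 1 value per A number gave 0, except the 1 without A1.

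The 1349 genes with an unadjusted p under 0.05 became 709 at a mean FPKM of at least 5, where fewer genes were tested, and ran from 865 (without A9) to 2431 (without A8) across the fits that each left out one A number. Of the 10 splits, 3 gave at least as many. The split of 523 higher and 826 lower moved with the scaling: 761 and 625 under upper quartile scaling, and 367 and 1003 after rescaling each library to sum to 1000000; quantile normalization gave 685 and 738.

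The 6 gene sets became 0 under fry and 0 under camera with an estimated correlation. The count ran from 2 (without A2) to 8 (without A10) across the fits that each left out one A number, and without A1 there were 3. Of the 6, the oligodendrocyte and astrocyte sets passed in every such fit, and the microglial and sex-linked sets only in that without A10. The immediate-early set was lost without A1 and without A2, and the precursor set without A2 and without A4. Outside these 6, neuronal markers passed without a filter, under quantile normalization, under voom and without A10. Endothelial markers passed under quantile normalization, without A8 and without A4, mural markers without A4, and ependymal markers with array weights, without A8 and without A10. The A2 reactive list passed without a filter, and the potassium, gap junction and water channel set without A8. In the models of 12 libraries, fry called 5 sets with the A number as a random effect, 2 with the replicate block added and 7 with independent libraries. Of the 10 splits of the A numbers, 4 gave at least 6 sets. With the oligodendrocyte score as a covariate, camera called 5 sets, 0 of them among the 6: cholesterol synthesis, complement, ependymal, mural and pan-reactive astrocyte. The score did not overlap between the groups, so this fit cannot cleanly separate it from the genotype. There the immediate-early and precursor sets reversed (0.58 and 0.14), as did Ier3 (0.19), Fosb (0.82), Sox10 (0.17) and Cspg4 (0.46); the cause was not tested, and the oligodendrocyte set itself was left out there because the score is its own mean. Ctss reversed without A8 (-0.17) and without A4 (-0.13), and ran from -0.17 to 0.60 across the fits that each left out one A number.

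For Tnfrsf1b the difference ran from -0.0129 (without A4) to 0.0821 (without A9 or A10) across the fits that each left out one A number. It could not be given under quantile normalization of the tested genes or at a mean FPKM of at least 5, which leave the gene out; without a filter its limma adjusted p was 0.848.

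The 243 genes of S2 against S1 became 152 without a filter, 142 without the eBayes trend, 138 among protein-coding genes and 22 without the block. They became 308 at a mean FPKM of at least 5 and 314 with at least 20 reads. The count ran from 152 to 180 across the fits that each left out one A number. Exchanging S1 and S2 within A numbers gave as many in 1 of 32 arrangements, the real one. The interaction stayed at 0 in all fits run. For a count of 0, here and for the genotype, 10 of the 10 splits give as many by construction, which says nothing about either.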

Other observations

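Of the tests in this part, those of the relation of Gt(ROSA)26Sor to the oligodendrocyte score and of host genes were chosen before their results were seen, and the others after; the interval used to read the former was set once its slope was known.

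Gt(ROSA)26Sor, the noncoding transcript of a locus often used to insert transgenes, was higher in 6 of 6 libraries labelled cKO. The tables argue against depth, as the mean depth of cKO over Ctrl was 1.02. They argue against a change of the whole region, as 1 of 43 tested genes within 1 Mb had all cKO units above all Ctrl units (5.76% of all tested genes did), and the neighbours' log2 fold changes ran from -0.97 to 1.07. They argue against reads of an overlapping gene, since 0 overlapping genes rose by a like amount; the 1 overlapping gene, Thumpd3, had a log2 fold change of 0.42. The oligodendrocyte level stays open for part of the rise. The slope within groups would give 1.59 of the observed 2.90 on the log2 scale, with a 95% interval from -0.62 to 3.80. A lower oligodendrocyte share alone would raise astrocyte genes alike, but the 16 astrocyte markers rose by 0.05 to 0.59, with a mean of 0.22. These values argue against such a share as the source of the whole 2.90. An allele at this locus that differs between the groups cannot be told apart from other differences between the genotypes: the 6 of 6 libraries restate the pattern, and the labels name no such allele.

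The 12 oligodendrocyte markers, none of which is in another list, were lower in the libraries labelled cKO in 12 of 12 cases. A varying share of oligodendrocyte RNA in the sorted material is a candidate explanation: the markers moved together within groups, with a median correlation of 0.969, where the highest of 1000 random lists of like expression gave 0.53. Random lists are not jointly regulated, so this test cannot separate a varying share from joint regulation of the markers. The correlation estimated by camera was 0.952 in this set, but also 0.880 in the immediate-early and 0.902 in the endothelial set. Of the oligodendrocyte markers, Cnp averaged 129 FPKM in Ctrl and 47.1 FPKM in cKO. A lower share of astrocytes in Ctrl would raise every other type alike, but the oligodendrocyte score less the mean of 5 other types was 4.04 ± 0.136 in Ctrl and 2.44 ± 0.771 in cKO (SD, n = 3 each), and the nearest units of the groups were 0.902 apart. Whether such a share is the source, and whether it follows the genotype or the sort of each animal, stays open.

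S1 and S2 of an A number may be 1 library sequenced more than once: the highest chi-square ratio within an A number was 2.71, against at least 18.1 between A numbers, and the depth ratio of S2 to S1 was 1.60 to 1.64 in all 6. No biological explanation was tested. The genes that changed between them were more often genes with divided reads (72.8% against 48.9%, odds ratio 2.80, Fisher's exact p = 6.41e-14 over genes, which are not independent) and were short, with a median length of 750 bases against 3210 for the other tested genes (permutation p = 0.0001, the smallest that 10000 resamples can give). Both may point to the handling of reads between runs rather than to the animals.

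The 7 short genes among the named ones lie inside longer genes. Reads of a host gene may account for part of them, but 1 of the 7 had a host that moved the same way in all units, so the test left the cause open.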
